A study of Mus musculus with 12 samples.

How the data were processed

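The data are ATAC-seq libraries of bone marrow from NZO/HILtJ mice, an inbred strain prone to obesity and diabetes. In ATAC-seq, the Tn5 transposase cuts and tags DNA that is not shielded by nucleosomes, so the number of reads over a region measures how open its chromatin is. Per the labels, 12 libraries came from mice aged 3 or 18 months, with 3 female and 3 male mice at each age. Groups, sexes, mouse numbers and sequencing runs were taken from the sample labels, and mouse numbers serve as replicate numbers. No number was shared between groups, so no samples were paired.

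Per the labels' protocols, libraries were made from 50000 cells with 0.01% digitonin in the transposition, amplified for 10 PCR cycles and read as 75 bp pairs on a NextSeq 500. The same protocols describe staining and sorting of T cells positive for CD3e and CD8, divided into naive and memory cells. The sample labels, in contrast, name bone marrow and no sorted cell type. The libraries are therefore called bone marrow here.

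The authors deposited a table of read counts for 75281 consensus peaks in the 12 libraries. The values were whole numbers that summed to a different total in each library, and they were used as counts with no normalization undone. The smallest value was 1: 985 values stood at 1, and 47 peaks were at 1 in all 12 libraries. Aligner, genome build, peak caller, rule for the consensus, removal of duplicates, shift of the read ends to the cut site and counting tool are not stated in the labels or the file header. A floor of 1 in place of 0 compresses fold changes of the lowest peaks, and duplicate reads left in would make counting error look smaller than it is. The start of 1 peak was written in scientific notation and has lost its last digits.

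Depth was taken as the total count in peaks, which ranged from 7668099 to 12756647 counts per library. A share of 3 counts, the smallest taken as detectable, came to between 0.235 and 0.391 CPM, where CPM is a count scaled to the library total. No molecular identifiers are mentioned in the labels, so intervals and floors cover counting error only. The chi-square per degree of freedom between replicates of a group ranged from 2.17 to 6.08, and 0 pairs of libraries held identical values, so each library was counted as a replicate of its own.

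Genes were assigned by position from a table of RefSeq genes on GRCm38.p6. The deposited table names no build. As a check, 12.5% of peak centres lay within 500 bp of an end of a protein-coding gene as deposited, against 1.66% to 3.96% when the centres were shifted by fixed distances. Peak positions are printed as deposited. A peak was named by the protein-coding gene that holds its centre, or otherwise by the nearest gene end within 50 kb, and 68658 peaks had such a gene. The gene table has no strand, exons or transcripts, so transcription start sites could not be told from the other gene end, and no exon or intron is given. The planned set of peaks within 3 kb of a start site became the peaks within 3 kb of either gene end, and the peak standing for a gene became the one with the highest mean within 3 kb of either end. Both depart from the planned design. Genes on the marker lists that the table does not class as protein-coding, such as Trac, were kept for the marker lists. This was decided after the first fit, in which that gene had been missing. In that first fit the T cell list had passed, and with the gene added it no longer did (limma camera adjusted p = 0.0565).

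Peaks with CPM above 1 in at least 2 libraries were tested, which left 75164 peaks: 73806 on autosomes, 1323 on X and 35 on Y. Counts were scaled by TMM factors and tested with edgeR 4.0.16 (quasi-likelihood F test, glmQLFit and glmQLFTest) in R 4.3.3. The age and sex effects came from an additive model of age and sex over the 12 libraries. Effects within an age or sex and the age by sex interaction came from a model with a mean for each of the 4 groups. P-values were adjusted by the Benjamini-Hochberg method over all tested peaks, with 0.05 as the threshold. Standard errors (SE) of log2 fold changes were derived from the F statistic. Sex effects were counted on autosomes apart from X and Y. Principal components were taken from log2 CPM (prior count 2) of the autosomal peaks. Per-library measures were compared by two-sided exact permutation tests of the difference of means over all 924 rearrangements. Gene sets were tested with camera in limma 3.58.1 on 10 marker lists written before the data were examined, with Benjamini-Hochberg adjustment over the 10 lists. A list with peaks for fewer than 80% of its genes was treated as void. All 197 entries of the lists were found in the gene table.

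The peaks named in the text followed a rule fixed before the data were examined. For age they had to pass the threshold, lie at or above the median log2 CPM of tested peaks and show no overlap in CPM between the 6 libraries of each age. Of 4143 such peaks, the 5 with the largest log2 fold change in each direction were named, at most 1 per gene. For sex and for the interaction the 3 peaks with the smallest p were named, and for gene sets the 3 members that moved farthest. Peaks named outside that rule are said to be.

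The model was tested on simulated counts with 200 changed peaks among 75164. edgeR recovered 195 of them (97.5%) and made 11 false calls (5.34% of its calls). DESeq2 1.42.0 recovered 189. The planted log2 changes were at least 1 in size, and all peaks were drawn independently with the same dispersion between libraries. No run difference or abundance trend was simulated. The median absolute log2 fold change of the peaks called for age was 0.51, so these rates do not describe changes of that size.

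The design, the named-peak rule and most alternatives were fixed before the data were examined: other scalings (DESeq2 size factors, total counts, offsets smoothed on abundance for each library), other filters, DESeq2 and limma voom in place of edgeR, counts thinned to the depth of the smallest library, stricter thresholds, other covariates, subsets of libraries, and each library left out in turn. Abundance offsets were loess fits of each library's log2 CPM minus the mean, with a span of 0.3. Alternatives added after the data were seen removed the 10 highest peaks, removed peaks of erythroid and myeloid genes, added the erythroid level as a covariate, smoothed the offsets on log2 peak width in place of abundance, or changed the peak or scaling behind the gene sets. The planned offsets on GC content and width together were not run because no genome sequence was used here. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 prepared the tables.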

Results

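Chromatin accessibility was measured in bone marrow of NZO/HILtJ mice at 3 and 18 months of age, in 3 females and 3 males per age, to ask how accessibility differs with age in this strain. The deposited table held read counts for 75281 consensus peaks with a median width of 706 bp. Peak centres lay inside a protein-coding gene for 60.2% of the peaks. Total counts in peaks averaged 11927567 ± 1079895 (SD, n = 3) in 18-month females and 8975390 ± 1350622 (SD, n = 3) in 18-month males. The totals were 9549263 ± 554579 (SD, n = 3) in 3-month females and 10220845 ± 816690 (SD, n = 3) in 3-month males. No difference in mean depth between the ages was detected (exact permutation test, two-sided, p = 0.517). Spearman correlations of counts across peaks ranged from 0.901 to 0.950 between replicates of a group and from 0.867 to 0.918 between libraries of different ages.

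The libraries were sequenced in 6 runs. The 18-month females formed run 14 and the 18-month males run 15, while the 3-month libraries were spread over runs 28, 29, 30 and 31. The labels give both 18-month runs a single date, months before those of the 3-month runs. With 0 runs holding both ages, age, run and date could not be told apart, and at 18 months neither could sex and run. Runs 29 and 31 each held 1 female and 1 male of 3 months.

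The share of counts in the 35 Y-chromosome peaks was used to check the sex labels. It was 0.0475% ± 0.00428 (SD, n = 6) in males and 0.0187% ± 0.00180 (SD, n = 6) in females, with no overlap (exact permutation test, two-sided, p = 0.00216, the smallest that 924 rearrangements allow, Benjamini-Hochberg value 0.00866 over 8 per-library comparisons). Within run 29 the shares were 0.0466% in the male and 0.0214% in the female, and within run 31 they were 0.0470% and 0.0169%. Of the 35 peaks, 12 held at most 10 counts in each female library, while the others also collected reads in females.

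The first principal component of autosomal accessibility held 28.6% of the variance and separated the ages. Its score averaged 43.6 ± 9.55 (SD, n = 6) at 18 months and -43.6 ± 14.1 (SD, n = 6) at 3 months, and the ranges did not overlap (exact permutation test, two-sided, p = 0.00216, Benjamini-Hochberg value 0.00866). The second component held 16.6% and did not differ by age (p = 0.976, exact permutation test). With the ages pooled, no difference by sex was detected on either component (p = 0.569 for the first and p = 0.717 for the second, exact permutation tests). After adjustment over the 8 per-library comparisons, these 3 p-values were at least 0.908. The tests by sex left out age, which dominates the first component, so they cannot rule out a sex difference within an age. At 18 months the males scored from 44.1 to 59.9 on the first component and the females from 32.8 to 38.8, but each sex had its own run. At 3 months the sexes overlapped. No within-run value exists for the age difference because each run held a single age.

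**Figure D1:**
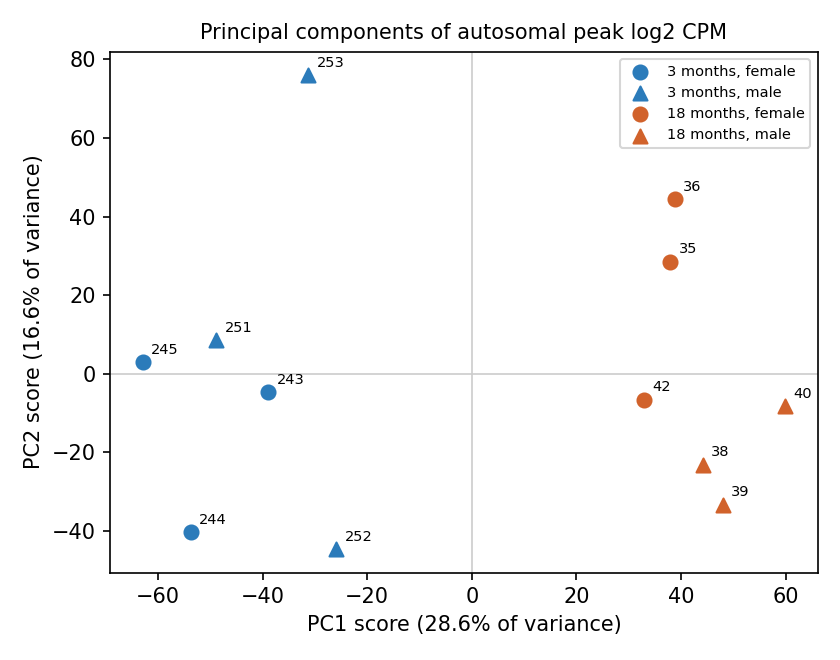
Scores of the 12 libraries on the first (x axis, 28.6% of variance) and second (y axis, 16.6% of variance) principal components of autosomal log2 CPM, labelled by mouse number, with colour for age and symbol for sex. The 18-month libraries lie between 32.8 and 59.9 on the first component and the 3-month libraries between -62.9 and -25.9, while the 3-month male of run 30 stands at 76.0 on the second.

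Accessibility differed between the ages at 15776 of 75164 tested peaks (20.99%) at a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test with sex as a covariate. Of these, 7089 were higher and 8687 lower at 18 months. The share that was higher was 44.9% (95% exact binomial interval 44.2% to 45.7% over peaks, which are not independent). The alternative that moved this share most was scaling by total counts, under which 11196 peaks were higher and 6629 lower (62.8% higher). The median log2 fold change over all tested peaks was 0.02 with TMM factors and 0.10 with total counts. Changes were small: the median absolute log2 fold change of called peaks was 0.51, and 103 peaks rose and 189 fell by at least 1 on the log2 scale. CPM did not overlap between the 6 libraries of each age at 7.24% of the tested peaks, against 0.216% by chance.

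**Figure D2:**
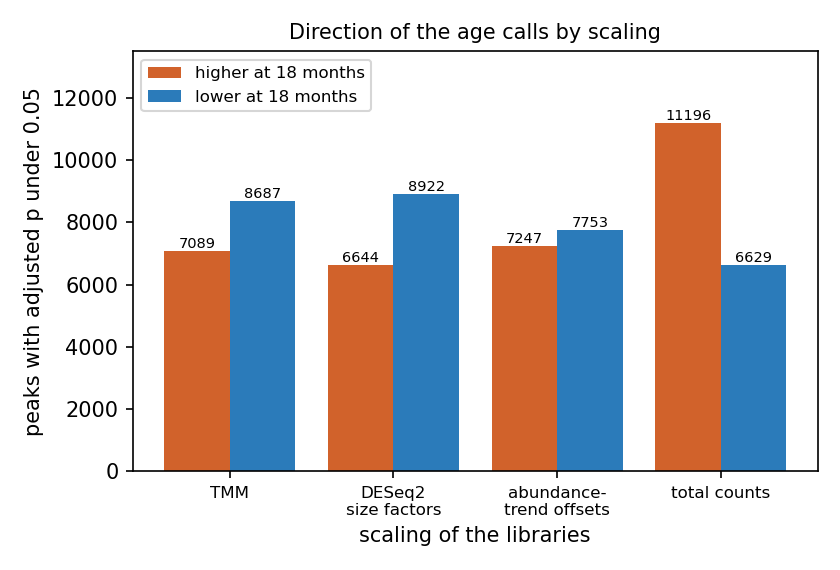
Number of peaks with an edgeR adjusted p under 0.05 (y axis) that were higher or lower at 18 months under 4 scalings of the libraries (x axis). Lower peaks outnumber higher ones under TMM (8687 against 7089), DESeq2 size factors (8922 against 6644) and abundance-trend offsets (7753 against 7247), and higher ones outnumber lower ones under total counts (11196 against 6629).

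The direction of the change went with the abundance of the peak. In the lowest quartile of mean log2 CPM, 1306 peaks were higher and 474 lower at 18 months. In the second quartile the numbers were 1802 and 978, and in the third 2260 and 2007. In the highest quartile 1721 peaks were higher and 5228 lower. The pattern depended on the scaling: with offsets smoothed on peak width, 584 were higher and 831 lower in the lowest quartile and 3080 higher and 3106 lower in the highest. Autosomal peaks lower at 18 months were wider, with a median of 1432 bp against 688 bp for those higher.

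**Figure D3:**
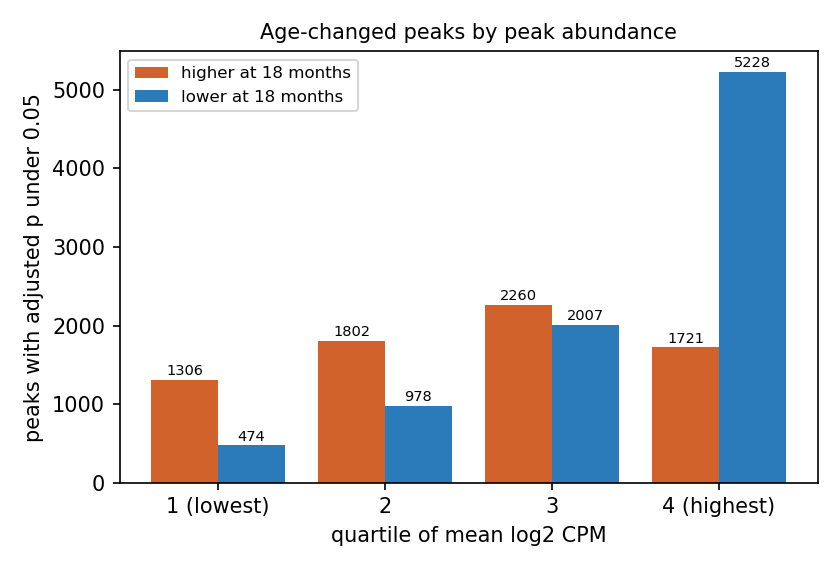
Number of peaks with an edgeR adjusted p under 0.05 for age (y axis) in each quartile of mean log2 CPM (x axis), split into higher and lower at 18 months, with TMM scaling. Higher peaks outnumber lower ones in the lowest quartile (1306 against 474) and lower ones outnumber higher ones in the highest (5228 against 1721).

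Among abundant peaks with no overlap between the ages, the largest increase was at a peak inside Cd83 on chromosome 13, from 43788768 to 43789449. Its CPM was 11.2 ± 2.27 (SD, n = 6) at 18 months and 4.70 ± 0.991 (SD, n = 6) at 3 months. The log2 fold change was 1.24 with an SE of 0.158 (edgeR adjusted p = 4.53e-08). A peak inside Adora2a on chromosome 10, from 75326471 to 75327045, rose from 4.83 ± 0.742 to 11.4 ± 2.05 CPM (SD, n = 6 each), a log2 fold change of 1.23 with an SE of 0.150 (edgeR adjusted p = 1.62e-08). The next were a peak inside Pard3b (chromosome 1, 62482952 to 62483604), a peak outside genes nearest to Kif21a (chromosome 15, 90896042 to 90897184) and a peak outside genes nearest to Prok2 (chromosome 6, 99774546 to 99775082). Their log2 fold changes were 1.02, 1.02 and 1.01.

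Among abundant peaks with no overlap, the largest decrease was at a 242 bp peak on chromosome 10, from 11491978 to 11492219. This peak lay outside genes and nearest to Epm2a. Its CPM was 10.4 ± 2.14 (SD, n = 6) at 18 months and 28.3 ± 6.81 (SD, n = 6) at 3 months, a log2 fold change of -1.45 with an SE of 0.134 (edgeR adjusted p = 2.21e-11). A peak inside Ppm1d on chromosome 11, from 85339210 to 85339791, stood at 5.56 ± 1.74 CPM at 18 months and 14.6 ± 1.29 CPM at 3 months (SD, n = 6 each), a log2 fold change of -1.40 with an SE of 0.149 (edgeR adjusted p = 5.94e-10). The next were a peak nearest to Usp14 and outside genes (chromosome 18, 10037775 to 10038339), a peak inside Macf1 (chromosome 4, 123664042 to 123665467) and a peak inside Fam241a (chromosome 3, 127889530 to 127890201). Their log2 fold changes were -1.33, -1.32 and -1.30. The 10 named peaks passed the threshold in females and in males taken apart. They had been picked from the same libraries, so this is no independent check.

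**Figure D4:**
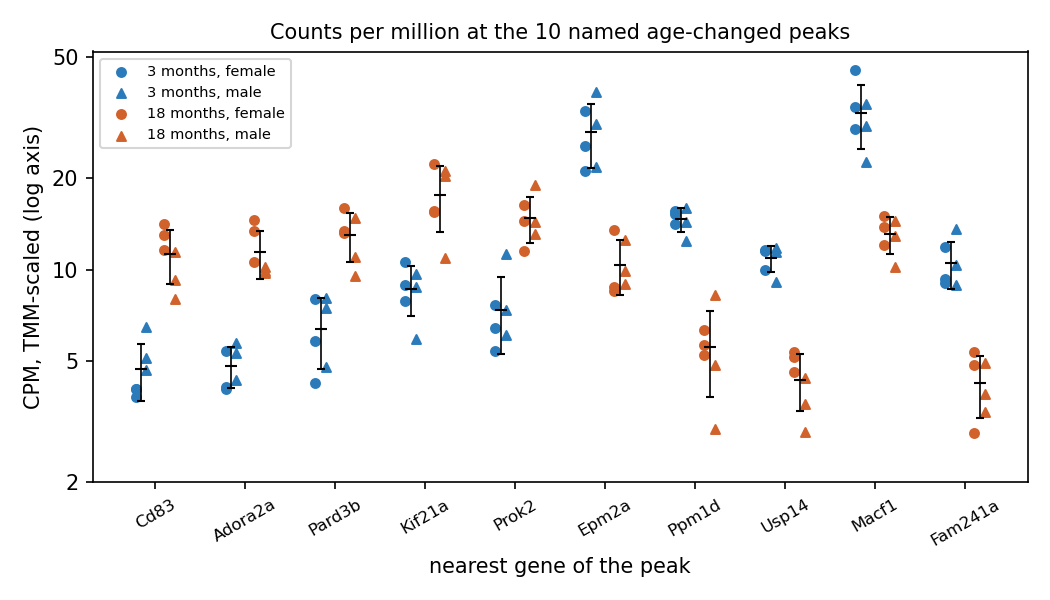
TMM-scaled CPM (y axis, log scale) of the 12 libraries at the 10 named age-changed peaks (x axis, nearest gene), with colour for age, symbol for sex, and black bars for the mean and SD of the 6 libraries of each age. At the Cd83 peak the 18-month libraries lie between 7.999 and 14.1 CPM and the 3-month libraries between 3.802 and 6.46, and at the Epm2a peak they lie between 8.50 and 13.5 and between 21.1 and 38.4.

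Age effects were then estimated within each sex. In females 8943 peaks passed the threshold, 4282 higher and 4661 lower at 18 months (47.9% higher). With total counts the majority turned, to 5558 higher and 4117 lower (57.45% higher), with width offsets to 4218 higher and 3993 lower (51.4% higher), and from the female libraries only it was 6086 higher and 6026 lower. In males 8557 passed, 2412 higher and 6145 lower (28.2% higher). The split in males also moved with the scaling, to 4589 higher and 4093 lower with total counts (52.9% higher) and to 2439 higher and 3510 lower with abundance-trend offsets (41.0% higher), and to 2229 and 3633 with width offsets (38.02% higher). Total counts also shifted the median log2 fold change over all peaks in males from 0.03 to 0.14. Both sexes shared 3203 called peaks, against 1018 if calls were independent, and 3198 of these changed in the same direction. The other 5, singled out after their values were seen, rose in females and fell in males. They lay nearest to or inside Arhgef3, Foxp4, Mdfic, Fam3c and Zfp36.

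The interaction, which tests whether the age effect differs between the sexes, passed the threshold at 4 peaks, while 7515 had an unadjusted p under 0.05. All 4 had a lower age effect in males than in females. Inside Fam3c (chromosome 6, 22329990 to 22331140) the difference of log2 fold changes was -1.41 with an SE of 0.243 (edgeR adjusted p = 0.0164). CPM there was 16.3 ± 2.49 in 18-month females, 10.6 ± 0.201 in 3-month females, 8.48 ± 1.06 in 18-month males and 14.7 ± 1.19 in 3-month males (SD, n = 3 each). The difference was -1.84 with an SE of 0.337 inside Mdfic (chromosome 6, 15745834 to 15746394, edgeR adjusted p = 0.0321). It was -1.93 with an SE of 0.366 outside genes nearest to Foxp4 (chromosome 17, 47943174 to 47943589, edgeR adjusted p = 0.0404). The fourth peak, named outside the rule after its values were seen, had no gene within 50 kb (chromosome 10, 98776368 to 98776855) and a difference of -1.42 with an SE of 0.276 (edgeR adjusted p = 0.0492). Higher and lower calls numbered 0 and 4 with TMM factors, 7 and 6 with total counts, 13 and 7 with abundance-trend offsets, and 6 and 3 with width offsets.

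The sex effect over both ages passed the threshold at 6 autosomal peaks (2 higher and 4 lower in males), while 5051 autosomal peaks had an unadjusted p under 0.05. On X, 104 of 1323 peaks passed and all were lower in males. On Y, 12 of 35 passed and all were higher in males. The autosomal split was 4 higher and 5 lower with total counts, 13 higher and 7 lower with abundance-trend offsets, and 2 higher and 8 lower with width offsets. The smallest p was at a peak outside genes nearest to Pitpnc1 (chromosome 11, 107198477 to 107199589), with 22.02 ± 5.29 CPM in males and 32.4 ± 5.02 CPM in females (SD, n = 6 each). Its log2 fold change was -0.57 with an SE of 0.1195 (edgeR adjusted p = 0.0145), and the peak was no longer past the threshold with abundance-trend offsets. The difference at this peak was larger at 3 months, with 17.72 ± 3.084 CPM in males and 34.18 ± 5.896 in females (SD, n = 3 each). The values at 18 months were 26.31 ± 2.261 and 30.53 ± 4.269 (SD, n = 3 each). A peak inside Hsf2 (chromosome 10, 57485786 to 57486969) had a log2 fold change of -0.54 and a peak with no gene within 50 kb (chromosome 1, 89235029 to 89235716) had 0.60, both with an edgeR adjusted p of 0.0304. Mean CPM at the Hsf2 peak was 11.98 in males and 21.32 in females at 18 months, where sex and run coincide (n = 3 each). The means at 3 months were closer, at 16.03 and 19.06 (n = 3 each). Males were higher at the chromosome 1 peak at both ages, with 14.55 against 10.27 CPM at 18 months and 12.75 against 7.757 at 3 months.

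At 3 months 17 autosomal peaks differed by sex, 15 higher and 2 lower in males, and at 18 months 143 differed, 12 higher and 131 lower. The 18-month split was 31 higher and 90 lower with total counts, 101 higher and 105 lower with abundance-trend offsets, and 28 higher and 112 lower with width offsets. Of the 143 peaks, 98 were still called with total counts and 101 with abundance-trend offsets. At 18 months each sex came from a run of its own, so sex and run could not be told apart there. With run as a factor, the 3-month contrast rested on runs 29 and 31 and called 1 autosomal peak, with 3662 at an unadjusted p under 0.05.

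Of 10 marker gene lists tested for a shift with age against 14278 genes with a peak, 4 passed an adjusted p of 0.05 in limma's camera test. The erythroid list had peaks for 19 of 20 genes, and all 19 were lower at 18 months and individually past the edgeR threshold. Its mean log2 fold change was -0.93, a difference of -0.82 from the other genes (limma camera adjusted p = 0.0349, from 1.65e-16 to 0.0451 over the alternatives). The myeloid list had peaks for 23 of 25 genes, of which 20 were higher at 18 months and 12 past the edgeR threshold. Its mean log2 fold change was 0.30, a difference of 0.42 from the other genes (limma camera adjusted p = 0.0349, from 3.49e-11 to 0.154 over the alternatives). The lowest value of each range came from fixing the inter-peak correlation at 0.01, against estimates of 0.46 for the erythroid and 0.23 for the myeloid list. These ranges leave out the fits without a library, in which the erythroid limma camera adjusted p reached 0.0575. The erythroid list fell and the myeloid list rose under TMM, total-count, abundance-trend and width scaling. The lists for memory or effector CD8 T cells and NK cells also passed, but only 76.0% and 78.6% of their genes had a peak, so their tests are void. The T cell list (66.7% with a peak) and the stem and progenitor list (75.0%) were void for the same reason and did not pass. The lists for B cells, naive CD8 T cells, plasma cells, and inflammation and AP-1 did not pass, with limma camera adjusted p-values from 0.392 to 0.848. With the inter-peak correlation fixed at 0.01, the inflammation and AP-1 list passed (limma camera adjusted p = 0.000316, from 0.000316 to 0.302 over the alternatives).

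The erythroid genes that fell most were Hbb-bt (chromosome 7, peak from 103810424 to 103811787, log2 fold change -1.25, SE 0.127), Hbb-bs (chromosome 7, 103824125 to 103826884, -1.24, SE 0.102) and Epb42 (chromosome 2, 121035606 to 121037578, -1.15, SE 0.104). Hbb-bt and Hbb-bs are near-identical copies, so reads in their peaks are uncertain between them. The myeloid genes that rose most were Ltf (chromosome 9, 111041226 to 111042540, log2 fold change 0.77, SE 0.113), Ngp (chromosome 9, 110419120 to 110420931, 0.67, SE 0.101) and S100a8 (chromosome 3, 90668696 to 90669670, 0.67, SE 0.114). The edgeR adjusted p was at most 1.73e-05 for these 6 peaks. Averaged per library, the erythroid level was 4.49 ± 0.0985 log2 CPM (SD, n = 6) at 18 months and 5.42 ± 0.162 (SD, n = 6) at 3 months, with no overlap in either sex (exact permutation test, two-sided, p = 0.00216, Benjamini-Hochberg value 0.00866 over 4 library measures). The myeloid level was 4.66 ± 0.0650 (SD, n = 6) and 4.36 ± 0.165 (SD, n = 6), with overlap in males (exact permutation test, two-sided, p = 0.0108, Benjamini-Hochberg value 0.0216).

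**Figure D5:**
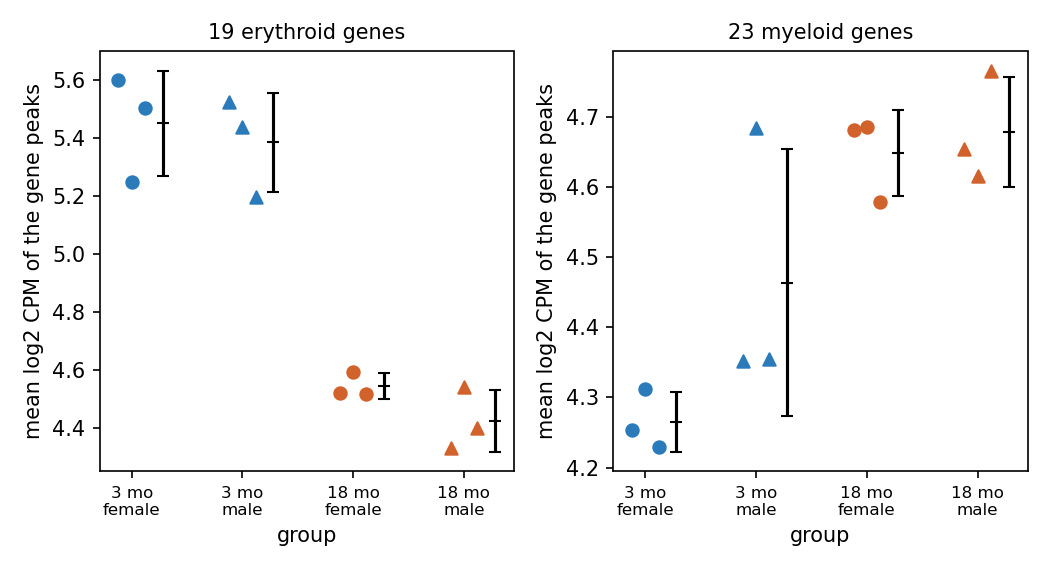
Mean log2 CPM of the peaks of 19 erythroid genes (left, y axis) and 23 myeloid genes (right, y axis) in each library by group (x axis), with black bars for the mean and SD of 3 libraries. Erythroid levels lie between 4.33 and 4.60 at 18 months and between 5.196 and 5.601 at 3 months, and the myeloid level of 1 library of 3-month males reaches 4.68, inside the 18-month range.

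Peaks near gene ends shifted against the rest. The 22555 autosomal peaks within 3 kb of an end of a protein-coding gene had a mean log2 fold change of -0.06, against 0.06 for the other 51251, a difference of -0.12 (limma camera, n = 12 libraries, p = 0.0167). They made up 30.6% of tested autosomal peaks, 15.99% of those higher at 18 months (95% exact binomial interval 15.1% to 16.9%) and 46.0% of those lower (44.9% to 47.0%). Peaks lower at 18 months were also more abundant, with a median log2 CPM of 4.19 against 2.85 for all tested autosomal peaks, and with abundance-trend offsets the difference near gene ends shrank to -0.05. It was also -0.05 with width offsets and no longer below the threshold (limma camera, n = 12 libraries, p = 0.0646, from 3.15e-05 to 0.130 over the alternatives). With the set narrowed to 1 kb the difference was -0.15 and no longer below the threshold (limma camera, n = 12 libraries, p = 0.130, from 3.15e-05 to 0.130 over the alternatives).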

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

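Of the tests in this part, those of the scaling behind the interaction, the one of reads carried over between libraries and the count of libraries in the run of the myeloid-high library were chosen only after the result was seen.

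The age effect differed between the sexes at 4 peaks (edgeR adjusted p under 0.05 for the interaction), with 7515 peaks at an unadjusted p under 0.05. The age effect in males minus that in females was -1.41 at the Fam3c peak, -1.84 at the Mdfic peak, -1.93 at the Foxp4 peak and -1.42 at the peak on chromosome 10 with no gene within 50 kb. The first 3 rose with age in females and fell in males. The fourth rose in females by a log2 fold change of 1.35 and had one of -0.07 in males. Other splits gave as many: 10 of 60 relabellings of sex within each age, drawn from 200, the real one included, reached 4 or more peaks, and the most was 3225. Scaling by total counts called 13 peaks, among them all 4. With abundance-trend offsets all 4 were among 20 calls, and with DESeq2 size factors 3 of the 4 were called. With width offsets the chromosome 10 peak again fell short and the other 3 were called, so the scaling accounts for few of the 4. Since 10 of the 60 relabellings gave as many, the interaction calls may come from differences between single libraries. Sex and run coincide at 18 months, so a difference between the sexes in the age effect cannot be told apart from one between runs 14 and 15.

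The mean log2 CPM of the myeloid gene peaks was 4.68 in the 3-month male of run 30, far from the other 3-month libraries, which lay between 4.23 and 4.36. The gap to the next library was 0.723 of the range of the 6 libraries, past the 95% critical value of Dixon's test. Of 36 such checks of groups of 6 libraries this was the only one past its critical value, and chance gives 1.80. With an offset per library smoothed on abundance, the library was still the highest but its gap was 0.412 of the range, short of the critical value. A difference in signal to background is thus a candidate explanation for part of its distance. The run held 0 other libraries among the 12 analysed here, so a run effect cannot be told apart from a property of the mouse. The same library had the lowest TMM factor of the 12, at 0.929. Its labels give it no other group, so no biological explanation was tested.

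Female mice have no Y chromosome, so counts of male-specific Y peaks in their libraries lie outside what the comparisons are meant to measure. These 12 peaks were nonetheless tested with the rest. In the additive model, which includes the female libraries, 1 of them was called for age. Within females 0 were called for age (2 at an unadjusted p under 0.05), and within males 0 were called (1 at an unadjusted p under 0.05). They held counts above the smallest detectable number of 3 in a pair of female libraries. The highest count in such a peak was 4 in the 3-month female of run 28 and 9 in the 3-month female of run 29, and it was 2 in each of the other 4 females. In males the highest counts ranged from 636 to 916. Summed over the 12 peaks and counted above the value of 1 at which the table starts, the libraries of runs 28 and 29 held 4 and 13 counts. Reads carried over from males sequenced in the same run are a candidate explanation for run 29, which also held a male. Which libraries shared a run is known only among the 12 analysed here. The 2 females that shared a run with a male held on average 7 counts and the other 4 held 2 (exact permutation test, two-sided, p = 0.333, where 15 rearrangements allow no less than 0.0667). Carry-over could therefore not be told apart from stray alignments. A swapped label would give a male share of Y counts, which no female had.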

How the results depend on the processing

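Of 43 results, each was recomputed under those of 31 alternatives that apply to it and in 12 fits that each left out 1 library. Removing the 10 highest peaks, removing erythroid and myeloid gene peaks, the erythroid covariate, offsets on peak width, the nearest peak per gene and total counts for the gene sets were chosen after seeing the data. Where a change is given, the cause was not tested. The planned offsets on GC content and width together were not run because no genome sequence was used here, and offsets on width alone were run in their place. No paired analysis was possible because the groups share no replicate numbers, other than the 3-month sex contrast with run as a factor, in which runs 29 and 31 each held 1 female and 1 male.

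The Y share by sex and the first principal component by age kept their direction and stayed past the threshold under each alternative and in each of the 12 fits. The difference in Y share ranged from 0.0276 to 0.0303 percentage points and the component difference from 85.3 to 91.2 across these fits. The filter on low peaks removes no Y peak, so it could not move the Y share.

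The 15776 age calls stayed within 1.5 times under 14 of 17 alternatives. The exceptions were an adjusted p threshold of 0.01 (8502 peaks), a log2 fold change of at least 1 (292 peaks) and the erythroid level as a covariate (0 peaks, with 4163 at an unadjusted p under 0.05). Leaving out libraries gave from 12227 to 18745 peaks. The share that was higher at 18 months moved from 44.9% to 62.8% with total counts, the only alternative or left-out library that put more peaks higher than lower. It was 42.7% with DESeq2 size factors, 48.3% with abundance-trend offsets, 47.5% with width offsets, 41.8% with the DESeq2 Wald test, 44.1% with thinned counts, 47.9% with 1 surrogate variable, 43.8% on numbered chromosomes and 43.7% without the 10 highest peaks. It was 35.3% both at the 0.01 threshold and for log2 fold changes of at least 1, and from 40.04% to 48.2% with libraries left out.

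The counts within a sex fell at the 0.01 threshold, to 4012 in females and 4014 in males, and with a log2 fold change of at least 1, to 765 and 681. Leaving out libraries gave from 4691 to 11796 peaks in females and from 4506 to 12147 in males.

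The smaller counts moved more. For the sex effect on autosomes, 6 peaks became 20 with abundance-trend offsets, 10 with width offsets, 21 with the DESeq2 Wald test and 3 with thinned counts. They became 0 at the 0.01 threshold and 0 with a log2 fold change of at least 1, with 5051 at an unadjusted p under 0.05. Leaving out libraries gave from 1 to 331 peaks, the most without the 3-month male of run 30. At 3 months 17 peaks became 29 with total counts, 9 with width offsets, 2 with limma voom, 2 at the 0.01 threshold, 1 with a log2 fold change of at least 1, 3 from the 3-month libraries only and 1 with run as a factor. Leaving out libraries gave from 3 to 517, the most without the 3-month male of run 31. At 18 months 143 peaks became 26 at the 0.01 threshold, 21 with a log2 fold change of at least 1 and 1041 from the 18-month libraries only, and from 15 to 932 with libraries left out. The interaction moved from 4 peaks to 13 with total counts, 20 with abundance-trend offsets, 9 with width offsets, 1 without the filter on low peaks and 1 with limma voom. It gave 0 with thinned counts (7132 at an unadjusted p under 0.05) and 0 at the 0.01 threshold (7515). Leaving out libraries gave from 0 to 1621, the most without the 3-month male of run 31. The 3 fits with 0 had 5367, 7447 and 7665 peaks at an unadjusted p under 0.05.

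Of the gene sets, 4 shifted with age, counting the lists for memory or effector CD8 T cells and NK cells, which are void for their coverage. With void lists counted, the number was 1 with all peaks within 50 kb, 2 with abundance-trend offsets, 2 with width offsets and 5 with total counts. It was 6 with an inter-peak correlation fixed at 0.01, and from 1 to 5 with libraries left out. The T cell list, void for its coverage, passed under total counts, the fixed correlation and 2 of the fits with a library left out. The inflammation and AP-1 list passed under the fixed correlation alone, with limma camera adjusted p from 0.000316 to 0.302 over the alternatives. The erythroid list kept its direction in all 12 fits with a library left out and lost the threshold in 3, with limma camera adjusted p from 0.0359 to 0.0575. The myeloid list also kept its direction in all 12. It lost the threshold without the 18-month female 36 (limma camera adjusted p = 0.0548) and with all peaks within 50 kb (limma camera adjusted p = 0.154). For peaks near gene ends the difference of -0.12 stayed negative, from -0.13 to -0.11 with libraries left out. It shrank to -0.05 with abundance-trend offsets, still past the threshold, and lost the threshold with width offsets (-0.049) and within 1 kb (-0.15).

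The other 31 results are single peaks and gene sets, peaks of the void NK and memory or effector CD8 T cell lists included. The peaks at Prf1, Ly6c2 and Cxcr3 did not pass in the additive model (edgeR adjusted p of 0.14, 0.207 and 0.193). For these peaks, keeping the side means staying short of the threshold. Under alternatives other than left-out libraries the 31 results gave 460 values: 401 kept direction and side of the threshold, 57 lost the threshold and 2 reversed. Both reversals and 17 of the losses came from the erythroid covariate, under which the log2 fold change became 0.36 at Hbb-bt and -0.72 at Klra8. The covariate shared 93.6% of its variance with age, so that fit had little left to estimate age from. With libraries left out, 310 of 372 values kept direction and side and 62 lost the threshold. The 10 named age peaks kept both in all 120 of their values. They had been picked from these libraries for large changes with no overlap, so this outcome was nearly fixed in advance. The 3 interaction peaks named by the rule lost the threshold in 20 of 36 values and the fourth interaction peak in 9 of 12. The 3 named sex peaks lost it in 18 of 36.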

Other observations

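Of the tests in this part, those of the direction by abundance after thinning, without the highest peaks and with offsets on peak width, of the erythroid peaks, of the erythroid covariate, of the T cell list and of the signal to background behind the sex calls at 18 months were chosen only after the result was seen.

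Other splits of the libraries were compared with the real ones. For age, 1 of 60 splits of the 12 libraries into 6 and 6 gave as many peaks, the real one, out of 462 possible. Of the others, 55 gave 0 peaks and the most was 2113, from a split that kept 10 of the 12 libraries in their age. For the sex effect 1 of 60 gave as many, and the most among the others was 2. Within females, within males, and between the sexes at 3 and at 18 months, 1 of the 10 splits of 6 libraries gave as many, which is the lowest count such a design can give, so the share cannot fall under 0.1. The real age split is also a split by run, so these counts cannot separate age from run.

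Among the strongest peaks, many more were lower than higher at 18 months (5228 against 1721 in the top quartile of abundance), while weak peaks were more often higher. In that quartile 75.2% of the calls were lower. After thinning to a common depth the share was 75.8%, with 14374 calls over all quartiles, and without the 10 highest peaks it was 76.1%, with 15847 calls. Neither depth nor the 10 highest peaks accounted for the pattern in these fits. With offsets smoothed on peak width the share fell to 50.2%, with 13525 calls, so a bias by peak width is a candidate explanation for the pattern. Peaks lower at 18 months were both wider and more abundant, so these offsets could remove an abundance trend along with a width trend, and the fit cannot part them. Of the 15776 calls 11279 were still called, so width does not account for all of them. A contrast of run 31 with run 29, with 1 female and 1 male each, called 0 peaks (4521 at an unadjusted p under 0.05), while 18 age contrasts of the same size called from 802 to 7297. Runs 29 and 31 carry the same date in the labels and the 18-month runs an earlier one, so this contrast cannot gauge a difference between dates. With 0 runs holding both ages, a difference between the runs of the ages cannot be told apart from age. A difference in signal to background between libraries is a candidate explanation. The slope of a library's log2 CPM on the mean log2 CPM was 0.964 ± 0.0404 (SD, n = 6) at 18 months and 1.04 ± 0.0468 (SD, n = 6) at 3 months (exact permutation test, two-sided, p = 0.0216). The slope partly restates the pattern it tests. With offsets that remove such trends, 12486 of the 15776 calls were among 15000, so the trend does not account for all of them. GC content was not tested, since no genome sequence was used here.

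The 19 erythroid gene peaks were all lower at 18 months. The fall stayed past the threshold with abundance-trend offsets (limma camera adjusted p = 0.0381, from 1.65e-16 to 0.0451 over the alternatives, mean log2 fold change -0.81). The lowest of these values came from fixing the inter-peak correlation at 0.01. With TMM scaling, 0 of 10000 gene lists of the same size matched on abundance fell as far (permutation p = 1e-04, the smallest these lists can give). The estimated inter-peak correlation of the erythroid list was 0.46, while the matched lists draw genes and treat them as independent. Their p therefore does not measure the spread between mice. In this comparison the erythroid list averaged -0.94, slightly apart from the -0.93 that accompanied the gene-set test, and the lowest matched list averaged -0.37. A smaller share of erythroid cells in the marrow at 18 months may account for the fall. The mean level of these peaks per library differed between the ages (exact permutation test, two-sided, p = 0.00216), but it is made of the same peaks, so it restates the fall and is no test of the cell mixture. With 0 runs holding both ages, a difference between runs or in how the cells were prepared could not be told apart from this.

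Whether such a change in cell mixture may lie behind other age calls was tested with the erythroid level as a covariate, which left 0 age calls (4163 at an unadjusted p under 0.05). The level shared 93.6% of its variance with age, so a loss of calls was nearly fixed by the design. Removing the erythroid and myeloid gene peaks themselves left 15695 calls, which says nothing on peaks elsewhere that follow the same cells.

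Of the 143 autosomal sex calls at 18 months, 66 (46.2%) had the same direction at 3 months, where sexes shared runs 29 and 31, against 47.8% of all autosomal peaks. At 3 months 0 of the 143 were called, and 0 had the same direction with an unadjusted p under 0.05. Run differences are therefore a candidate explanation, as are changes in the sex effect with age, and 0 runs at 18 months held both sexes to part them. Signal to background could not be ruled in or out for the direction of these calls: 100% of the 143 kept it with abundance-trend offsets, but so did all 143 with total counts and with DESeq2 size factors, so this measure could hardly come out otherwise. With the offsets 101 of the 143 were still called and 105 further peaks were called, and of all 206 calls 49.0% were higher in males. The slope of a library's log2 CPM on the mean log2 CPM did not overlap between the sexes at 18 months. It ran from 0.960 to 1.026 in females and from 0.921 to 0.950 in males. A difference in signal to background between their runs therefore stays a candidate explanation.

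The protocols describe sorted CD8 T cells, and the sample labels name bone marrow. Of 18 T cell genes 12 had a peak within 3 kb of a gene end, against 42 of 45 erythroid and myeloid genes (Fisher's exact test, p = 0.0126). The genes with none in the table used here were Cd3e, Cd8a, Cd8b1, Cd4, Bcl11b and Themis. These libraries are unlikely to come from sorted CD8 T cells alone, although peaks not analysed here could change the comparison.

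Loss of the Y chromosome in blood cells with age would lower Y counts in old males. Male-specific Y peaks held 279.8 ± 33.2 CPM (SD, n = 3) at 18 months and 260.0 ± 16.3 CPM (SD, n = 3) at 3 months. The difference of 19.8 CPM had the opposite sign and lay within the spread between replicates (exact permutation test, two-sided, p = 0.500, where 20 rearrangements allow no less than 0.1). A loss large enough to exceed that spread was not detected in 3 mice per age.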
